# Comprehensive circRNA expression profile during ischemic postconditioning attenuating hepatic ischemia/reperfusion injury

**DOI:** 10.1038/s41598-018-36443-8

**Published:** 2019-01-22

**Authors:** Pengpeng Zhang, Yingzi Ming, Qifa Ye, Ying Niu

## Abstract

Ischemic postconditioning (IPO) attenuates hepatic ischemia/reperfusion (I/R) injury. The aim of this study was to explore the role of circular RNAs (circRNAs) in the protective mechanism of IPO. In this study, microarray hybridization analysis was performed to determine the circRNA expression profile. Briefly, a total of 1599 dysregulated circRNAs were detected. The competitive endogenous RNA (ceRNA) network, including 6 circRNAs, 47 miRNAs and 90 mRNAs, indicated that the potential “housekeeping” function of circRNAs is dysregulated in hepatic I/R injury. Based on the validation results of selected circRNAs, miRNAs and mRNAs following qRT-PCR amplification, the mmu_circRNA_005186-miR-124-3p-Epha2 pathway was constructed. Dual-luciferase reporter analysis showed that miR-124-3p interacted directly with mmu_circRNA_005186 and Epha2 through the predicted binding sites, which suggested that mmu_circRNA_005186, serving as a miRNA sponge for miR-124-3p, regulated the expression of Epha2. Functionally, we explored the mechanism of mmu_circRNA_005186 in LPS-treated RAW264.7 cells which simulated the inflammation in hepatic I/R injury. We found that mmu_circRNA_005186 silencing attenuated the LPS-induced inflammation and was associated with miR-124-3p upregulation and Epha2 downregulation. Our study is the first to show that circRNAs are closely related to hepatic I/R injury and IPO and suggests that targeting mmu_circRNA_005186-miR-124-3p-Epha2 pathway might attenuate hepatic I/R injury.

## Introduction

Circular RNAs (circRNAs), a novel type of endogenous noncoding RNA that was recently rediscovered, develop covalently closed loop structures without 5′–3′ polarities^1^. Unlike the structure of linear RNA, which is terminated with a 5′ cap and 3′ tail, ‘backsplicing’ in which an upstream splice acceptor combines with a downstream splice donor, is the main characteristic of circRNA formation^2^. This special structure confers resistance against RNAase, making circRNA more stable than linear RNA and more ubiquitously expressed in tissues^1^. Although the function of circRNA in animals is still uncertain, the “miRNA sponge” trait of circRNA has become a popular research topic. The expression of downstream mRNA decreases when circRNA binds to its target miRNA, acting as a sponge to inhibit transcription, further influencing the pathophysiological processes of various diseases^3,4^.

Hepatic ischemia/reperfusion (I/R) injury is an inevitable and serious problem that occurs in clinical post-operative settings, such as after liver transplant or partial hepatectomy, that leads to pathological cellular changes and organ failure^5^. Jaeschke *et al*. verified that two obvious phases occur in acute liver injury after hepatic I/R^6^ and that Kupffer cells (KCs), the resident macrophages of the liver, play a pivotal role in the pathogenesis of I/R-induced acute liver injury^7^. Once KCs are activated, proinflammatory cytokines are produced and released, such as tumor necrosis factor α (TNF-α) and interleukin1β (IL-1β), which subsequently activates KCs to amplify the inflammatory loop and promotes neutrophil infiltration into the hepatic microcirculation^8^.

Currently, several mechanical and pharmacological methods have been identified that attenuate liver I/R in animal studies, and ischemic postconditioning, composed of several brief cycles of ischemia and reperfusion before the reperfusion phase, has been used to attenuate I/R injury in organs including the heart^9^, bowel^10^, kidney^11^, brain^12^ and liver^13^. Multiple studies have found that minimizing cell necrosis and apoptosis is crucial for the benefits of IPO^14^. However, no studies have reported circRNA expression profiles in hepatic I/R injury, and whether IPO can attenuate liver I/R injury by mediating circRNA expression is unknown. Therefore, in this study, considering the significance of hepatic I/R injury, we explored circRNA expression patterns via microarray hybridization and predicted the functions of the host genes of differentially expressed (DE) circRNAs. We identified an important role of circRNAs in ischemic postconditioning attenuating hepatic I/R injury.

## Results

### IPO attenuated liver I/R injury

To determine whether IPO can attenuate hepatic I/R injury in this animal model, H&E staining was used to evaluate the histological injury grade. The H&E staining results showed that IPO alleviated the histological injury severity of the hepatic tissue (Fig. 1).

**Figure 1:**
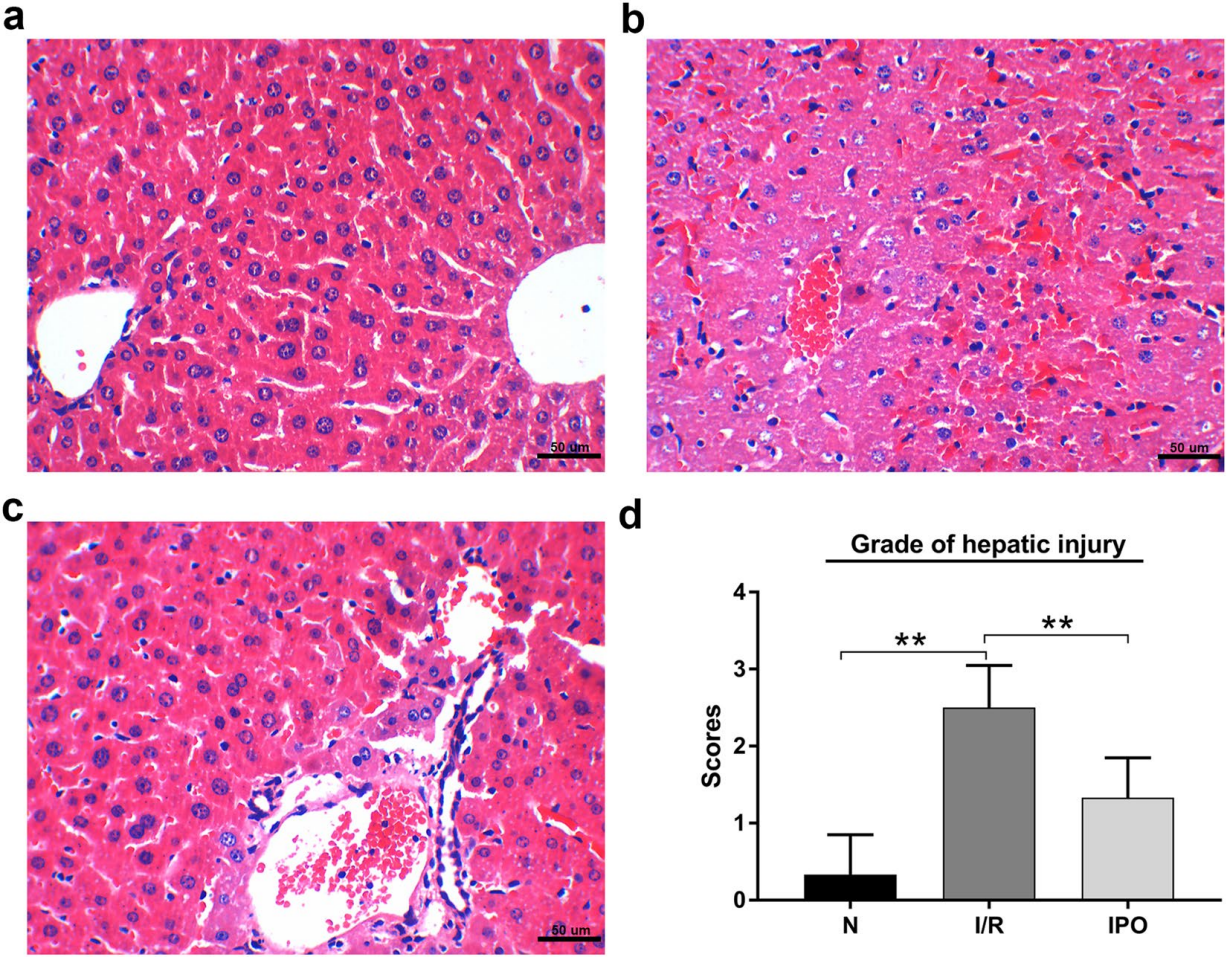
Representative images of hematoxylin and eosin (H&E) staining (magnification 400X, Scale Bar = 50 um). (**a**) Normal liver tissue and **(b)** hepatic ischemia-reperfusion injury liver tissue. **(c)** IPO improved histological injury. **(d)** Histological scores and hepatic injury grade. *p < 0.05, **p < 0.01.

### CircRNA expression pattern during hepatic I/R injury assessed via microarray

Microarray hybridization is an efficient method for detecting differential expression profiles and biological functions of circRNAs. 

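Liver RNA from mice provided at 8 weeks of age was enriched for circRNAs, labelled with Cy3 and hybridized to 1-colour mouse circRNA arrays, with 9 arrays in all and 3 for each of the normal (N), I/R and IPO groups. The I/R group underwent 1 h of ischemia and 4 h of reperfusion, and the IPO group received 3 cycles of 5 s of ischemia and 5 s of reperfusion before the reperfusion phase. The authors deposited the output of Agilent Feature Extraction (version 11.0.1.1), which gives each spot an intensity after background correction and was not normalized between arrays. Each array held 15176 non-control spots, among them 1 spot for each of 14236 circRNA probes. The signal differed within the I/R group more than within the other groups. On the 3 N arrays, between 12097 and 12661 circRNA probes were well above background, and on the 3 IPO arrays between 12256 and 12504. On I/R 1, I/R 2 and I/R 3 the numbers were 8088, 5489 and 13207. The median background-corrected intensity of the circRNA probes ranged from 26.5 to 37.9 in the N group and from 30.9 to 39.3 in the IPO group, and was 9.06 on I/R 1, 7.94 on I/R 2 and 57.7 on I/R 3. The median local background was 27 on I/R 1 and 33.5 on I/R 2, and 16 or 17 on each of the other 7 arrays. The arrays were read in 4 scans. The 3 N arrays, I/R 3, IPO 1 and IPO 2 shared scan 1, and IPO 3 was read alone on the same day. I/R 2 and I/R 1 were each read alone on a later day. No pair of arrays gave the same intensity at any spot.
The deposited intensities were transformed to log2, spots flagged as outliers were set aside, and the 9 arrays were quantile normalized together. The 12813 circRNA probes well above background on at least 3 of the 9 arrays were tested with limma in 1 fit of the 3 groups, which then share an estimate of the spread for each probe. At the thresholds of the methods, circRNAs were called differentially expressed at a fold change of at least 2.0 and a p-value below 0.05, taken here as unadjusted. The methods name no filter on dim probes, and the number of arrays, 3 per group, limits the precision of every fold change. The background correction, the filter and the test could each change the numbers below.

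**Figure D1:**
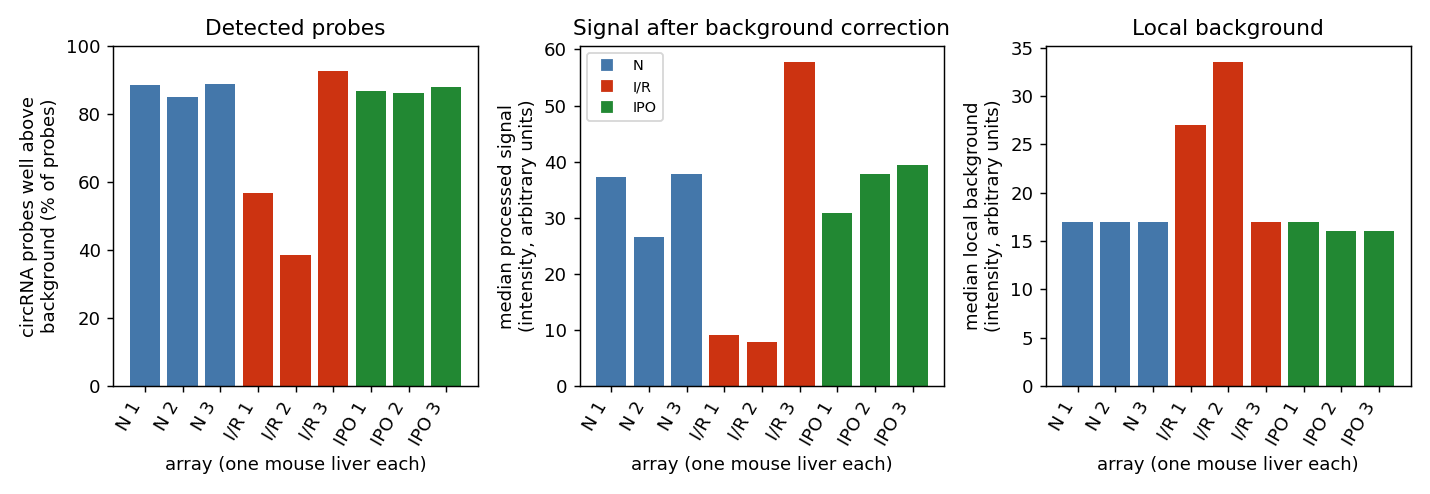
Signal of the 9 arrays, 1 bar per array, coloured by group. The panels show the percentage of circRNA probes well above background, the median intensity after background correction and the median local background, both in arbitrary units. I/R 1 and I/R 2 have 56.8% and 38.6% of probes well above background, and the other 7 arrays between 85.0% and 92.8%.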

The results showed that a total of 1599 circRNAs were differentially expressed (*p* < 0.05 and fold change ≥2.0). Of these, 213 circRNAs were upregulated and 493 were down-regulated in the I/R group compared with the normal group. 

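In the deposited arrays, 5230 differential expression calls were made over both comparisons by limma. A probe called in both comparisons is counted in each, and the calls fell on 3233 distinct probes. Of these probes, 1997 were called in both comparisons. The alternative that moved the total most was the normexp background correction of the raw intensity, which gave 1191 calls. With I/R 3 left out, the total rose to 8646. An unadjusted p-value below 0.05, whatever the fold change, was reached by 3236 probes between the I/R and N groups and by 3492 between the IPO and I/R groups. As 5% of the tested probes, 641 would be expected by chance with an equal spread in all groups, and more with the larger spread of the I/R group.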

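Between the I/R and N groups, 994 probes were up-regulated and 1497 were down-regulated. After Benjamini-Hochberg adjustment of the p-values from limma, 281 up-regulated and 481 down-regulated probes remained below an adjusted p of 0.05. The median log2 fold change was 1.30 in size for the up-regulated and 1.74 for the down-regulated probes. Every I/R value lay beyond every N value for 813 of the up-regulated and 1160 of the down-regulated probes. Over all tested probes the groups were separated in either direction for 26.7%, where chance gives 10% on average. Probes of an array can move together, and I/R 1 and I/R 2 differ from the N arrays in scan and signal. The excess alone therefore does not show an effect of I/R.
The counts depended on single arrays. With I/R 3 left out, 1766 probes were up-regulated and 2446 down-regulated, and the adjusted calls rose from 762 to 3718. With N 1 left out, the adjusted calls fell to 69, and in a fit of the N and I/R arrays alone to 71. Down-regulated probes made up 60.1% of the calls, but 49.4% without a filter on dim probes and 42.3% among probes well above background on all 9 arrays, and with other background corrections up to 75.2%. Of the 994 up-regulated probes, 75.3% were well above background on I/R 1, 55.5% on I/R 2 and 100% on I/R 3. Of the 1497 down-regulated probes, 42.6% were well above background on I/R 1, 25.9% on I/R 2 and 97.4% on I/R 3. For 39 of them no I/R array was well above background, so the size of their decrease was not measured.
Among probes with an adjusted p below 0.05, separated groups and a signal well above background on all 3 arrays of the brighter group, the largest increases were at ASCRP4007889 and ASCRP4002701. The files give probe numbers only, without circRNA names. The log2 signal of ASCRP4007889 was 4.54 ± 0.83 (SD, n = 3) in the N group and 8.05 ± 0.06 (SD, n = 3) in the I/R group, a log2 fold change of 3.50 (standard error 0.41, adjusted p = 0.00483 from limma). That of ASCRP4002701 was 5.52 ± 0.25 (SD, n = 3) and 8.63 ± 0.94 (SD, n = 3), a log2 fold change of 3.11 (standard error 0.47, adjusted p = 0.00993 from limma). Over the alternative analyses these fold changes ranged from 2.01 to 4.00 and from 2.15 to 4.19 on the log2 scale. Under the same limits the largest decreases were at ASCRP4011328, with a log2 fold change of -7.08 (standard error 1.23, adjusted p = 0.0169 from limma), and at ASCRP4003022, with -6.82 (standard error 1.61, adjusted p = 0.0385 from limma). Both of these probes were well above background on 1 of the 3 I/R arrays, so the size of the decrease was not measured on the others, and it ranged from -8.69 to -4.04 and from -8.74 to -3.52 over the alternative analyses. Both varied within the N group, where N 3 gave 7.10 and 5.78 against 11.86 and 11.07 on N 1. The adjusted p of ASCRP4003022 rose above 0.05 in 14 of 21 alternative analyses, and that of ASCRP4011328 in 8 of 21.

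**Figure D2:**
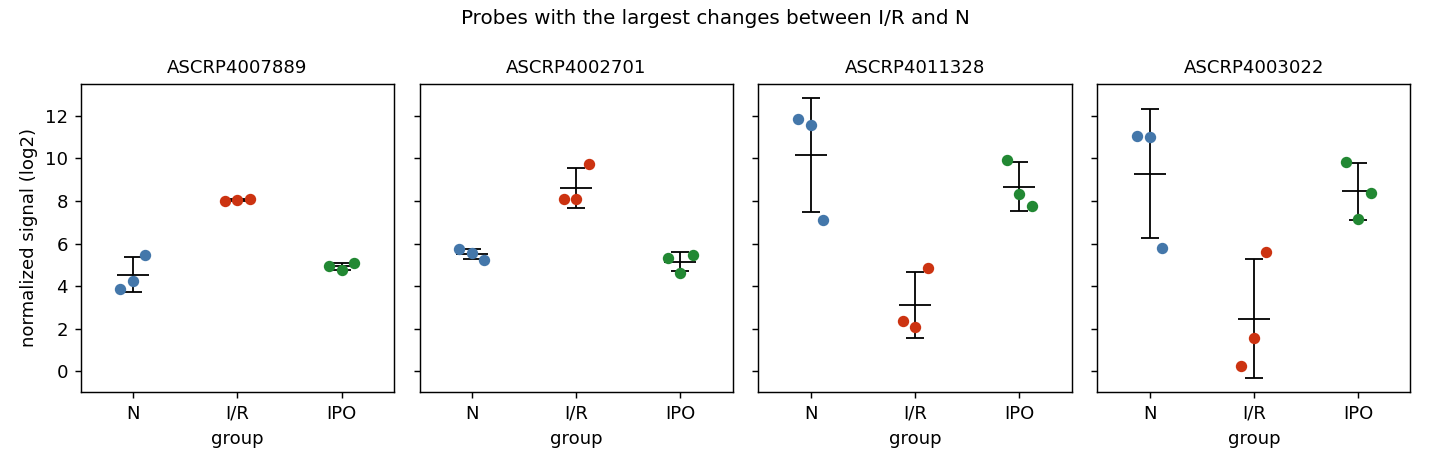
Quantile-normalized log2 signal of the 4 probes on each array, grouped as N, I/R and IPO. Points are single arrays, wide bars are group means and error bars are SDs (n = 3). The N 3 point of ASCRP4011328 and of ASCRP4003022 lies below the other N points, at 7.10 and 5.78.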

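The IPO and I/R arrays were compared in the same limma fit. Here 1594 probes were up-regulated and 1145 were down-regulated, and 636 and 393 of them had an adjusted p below 0.05. All 3 IPO values lay beyond all 3 I/R values for 1301 of the up-regulated and 941 of the down-regulated probes, and for 27.8% of all tested probes, against 10% by chance on average. That excess has the same limits as the one in I/R vs N. Without I/R 3 the counts were 2520 and 1914. The adjusted calls numbered 1029 with all arrays, 199 without IPO 2, 215 without IPO 3 and 232 in a fit of the IPO and I/R arrays alone. Up-regulated probes made up 58.2% of the calls, but 48.7% with dim probes included and 40.8% when every array had to be well above background, and up to 72.3% with other background corrections.
Among probes with an adjusted p below 0.05, separated groups and all 3 arrays of the brighter group well above background, the fitted increases were largest at ASCRP4007770 and ASCRP4012606. The signal of ASCRP4007770 rose from 1.86 ± 0.61 (SD, n = 3) in the I/R group, on the log2 scale, to 8.02 ± 0.15 (SD, n = 3) in the IPO group, a log2 fold change of 6.17 (standard error 0.43, adjusted p = 0.000368 from limma). ASCRP4012606 had a log2 fold change of 6.14 (standard error 1.31, adjusted p = 0.0235 from limma), and this adjusted p rose above 0.05 in 8 of 21 alternative analyses. Each was well above background on 1 of the 3 I/R arrays, so the size of the increase was not measured against the others. Over the alternative analyses it ranged from 2.31 to 6.67 and from 3.53 to 7.38. The decreases were largest, under the same limits, at ASCRP4002701 and ASCRP4007889, with log2 fold changes of -3.48 (standard error 0.47) and -3.12 (standard error 0.41), at adjusted p-values of 0.00439 and 0.00375 from limma. These fold changes ranged from -4.73 to -2.26 and from -3.26 to -1.88 over the alternative analyses.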

At the same time, 641 and 252 circRNAs were up-regulated and down-regulated, respectively, between the IPO and I/R groups (Fig. 2a,b). Hierarchical clustering analysis (heat map) was used to evaluate significantly expressed circRNAs, which were indicated by *p* < 0.05 and a fold change ≥2.0, among the normal, I/R and IPO groups (Fig. 2c). 

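Over all 12813 tested probes, the normalized log2 signals of the N arrays correlated with each other at a mean Pearson r of 0.958 and those of the IPO arrays at 0.959. The N arrays correlated with the IPO arrays at a mean r of 0.958, so these groups were not separated by this measure. Within the I/R group the mean r was 0.798. I/R 1 and I/R 2 correlated at 0.889, and I/R 3 correlated with them at 0.740 and 0.765, but with the N and IPO arrays at 0.802 to 0.881. These correlations are across probes, which are not independent replicates.
Average-linkage clustering on 1 minus r over all tested probes, divided into 2 clusters, put I/R 1 and I/R 2 in one and I/R 3 with the N and IPO arrays in the other. On the 3233 called probes, which had been chosen for a difference of the I/R group, the 3 I/R arrays formed one cluster and the 6 N and IPO arrays the other. The N and IPO arrays stayed together in 1 cluster when each of these trees was divided into 3. The mean r within groups exceeded that between groups by 0.0471, and by 0.0427 to 0.0630 under the alternative normalization, background corrections and filters and with outlier spots kept. This excess does not show that the arrays group by condition, since a larger share of the between-group pairs includes an I/R array. The mean r within the I/R group, 0.798, was below that of I/R with N arrays (0.810) and with IPO arrays (0.806).

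**Figure D3:**
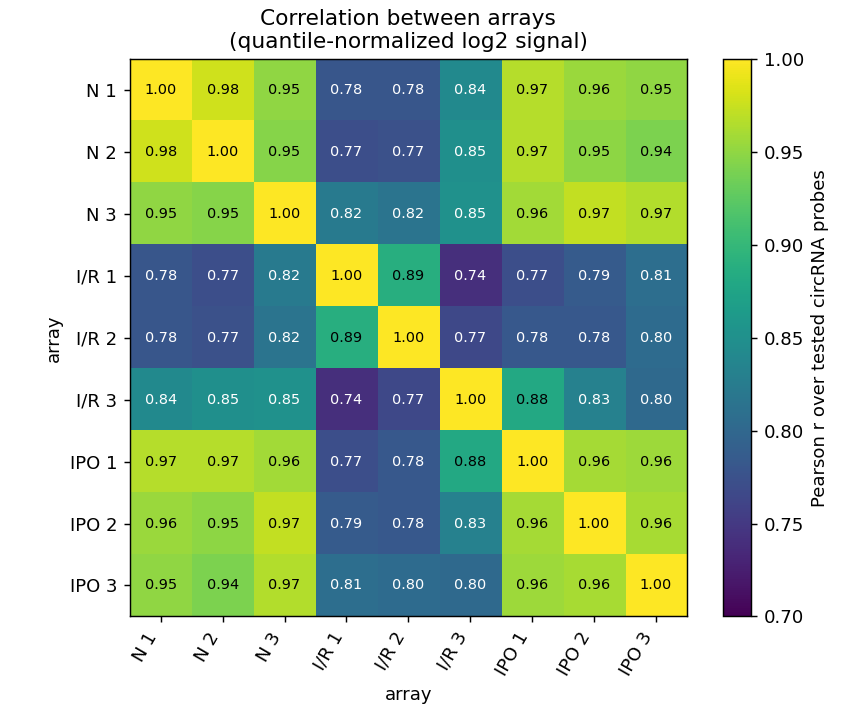
Pearson correlation between each pair of arrays over the tested circRNA probes, with quantile-normalized log2 signals. Rows and columns are arrays, and colour and number give r. The pairs among N and IPO arrays lie between 0.941 and 0.978, and the pairs with an I/R array between 0.740 and 0.889.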

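Of the probes up-regulated in I/R vs N or down-regulated in IPO vs I/R, 1396 in all, 743 (53.2%) were in both lists. Of the 1837 probes down-regulated in I/R vs N or up-regulated in IPO vs I/R, 1254 (68.3%) were in both. No probe was called in the same direction in both comparisons. Across the tested probes the log2 fold changes of the comparisons correlated at a Pearson r of -0.94 and a Spearman rho of -0.93. With I/R 3 left out, the shared probes numbered 1490 and 2128.
The same I/R arrays enter both comparisons, so a chance deviation of the I/R group appears in each with opposite sign. In 100 simulated sets of 9 arrays without any group difference, with each probe's SD in each real group, a median of 236 probes (49.3% of the union) were shared in the direction of the 743 probes and 235.5 (48.7%) in that of the 1254 probes, and the median r was -0.85. The simulated r stayed between -0.86 and -0.84. When the deviations of whole arrays were given random signs instead, r ranged from -1 to 0.20, and 16 of 100 draws were at or below the observed r. When different I/R arrays were used in the comparisons, in the 6 possible ways, the median shared counts were 423.5 and 705, or 17.9% and 25.2% of the union, and r ranged from -0.63 to -0.21 with a median of -0.55.

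**Figure D4:**
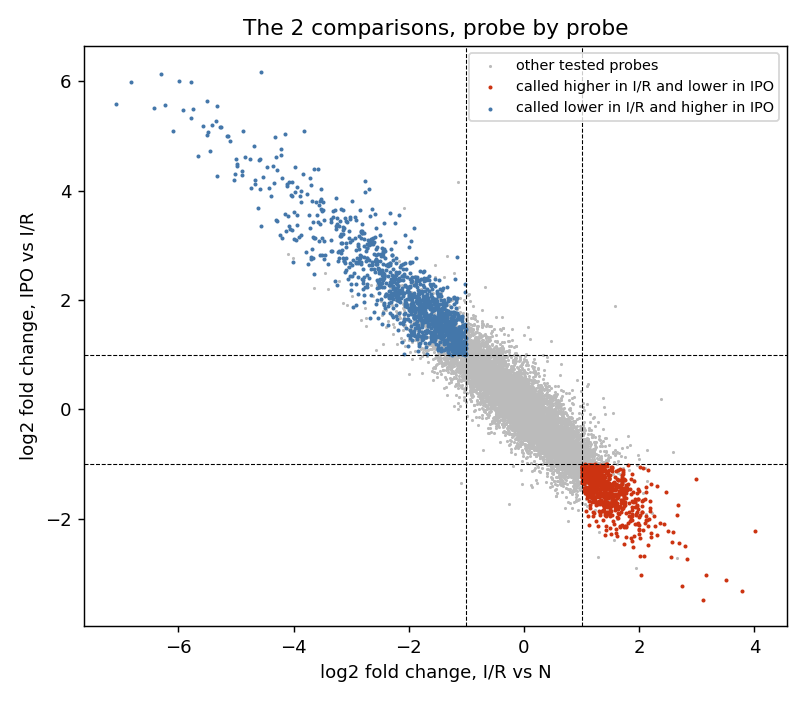
Log2 fold change of each tested probe in I/R vs N (horizontal axis) and in IPO vs I/R (vertical axis), with dashed lines at a fold change of 2.0. The 743 probes called up and then down are red, the 1254 called down and then up are blue, and grey points are the other tested probes. The points fall along a line of slope below 0, with r = -0.94.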

A Venn diagram analysis of the dysregulated circRNAs indicated that most of these RNAs (51.3% and 58.6%) were sequentially expressed (up-regulated in the I/R group and down-regulated in the IPO group) during IPO-attenuated I/R injury (Fig. 2d).

**Figure 2:**
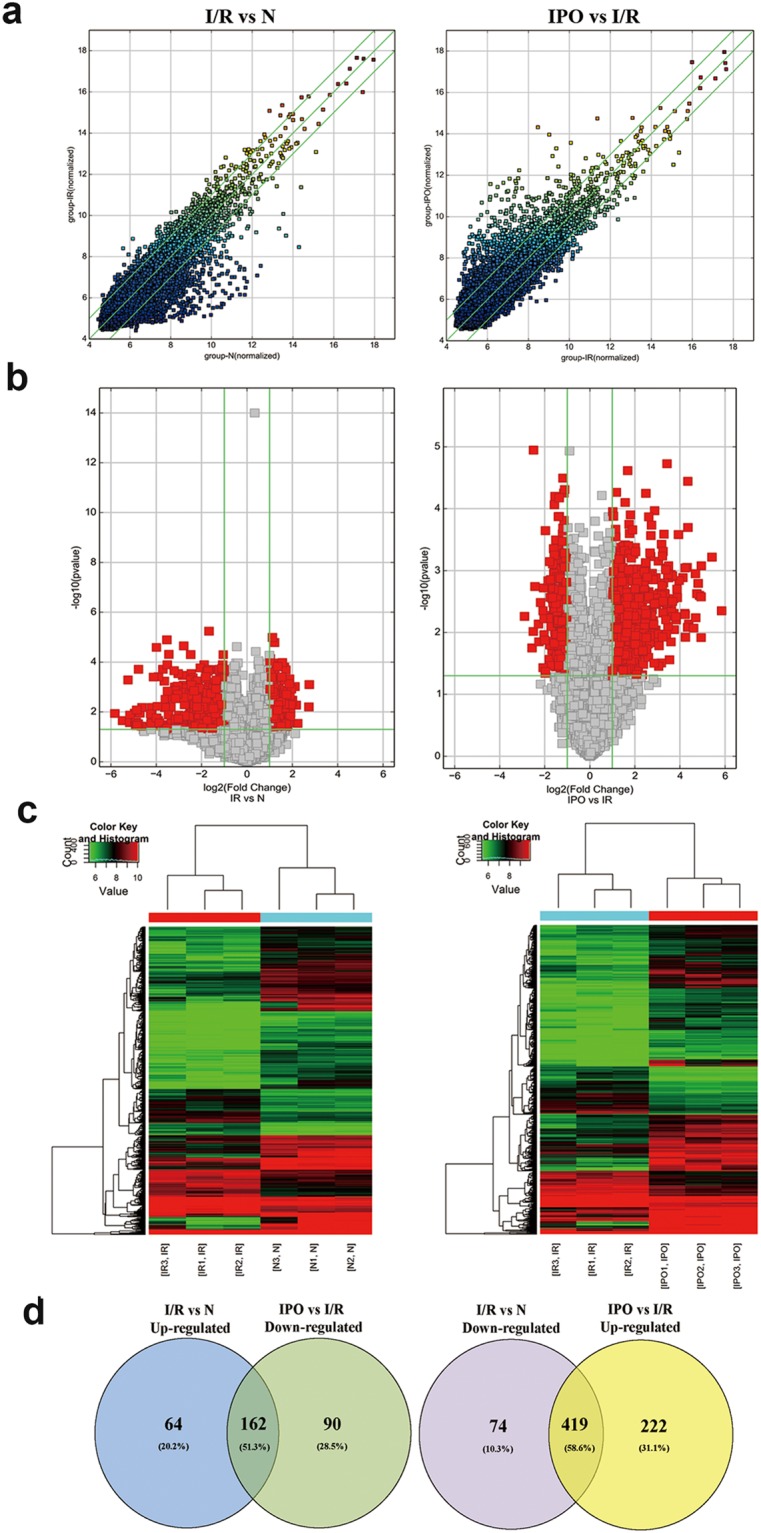
Bioinformatic analysis of circRNA expression pattern during hepatic I/R injury by microarray. (**a**) Scatter plot analysis was conducted to exhibit the circRNA expression distribution. The green lines represent the default significant fold change (2.0). **(b)** A volcano graph was created to show significantly dysregulated circRNAs (fold change >2.0, *p*-value < 0.05). **(c)** Heat map evaluation of the distinguishable circRNA expression patterns among the normal, I/R, and IPO group samples. Each column represents the expression pattern of one sample, and high and low expression levels are indicated by the “red” and “green” lines, respectively. **(d)** Venn diagram analysis of dysregulated circRNAs indicated that most of them (51.3% and 58.6%) were sequentially expressed during IPO attenuation of I/R injury.

### The predicted biological function of circRNA linear transcripts

To provide a comprehensive understanding of circRNAs, the linear transcripts of the corresponding origination genes for circRNAs were annotated and were further evaluated by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses. The GO analysis results from the Biological Process (BP), Cellular Component (CC) and Molecular Function (MF) domains are shown. The top 10 dysregulated GO processes in each domain were analyzed and ranked according to *p*-value (*p* < 0.05). The results indicated that 1420 GO terms were dysregulated (*p* < 0.05) between the I/R and normal group and that 1745 terms were dysregulated between the IPO and I/R group. The top 10 GO terms from the BP, CC and MF domains in the comparison group are exhibited according to the enrichment score and are ranked by *p*-value; all of the top 10 GO terms for each domain were nearly identical (Fig. 3a). This result revealed that in the BP domain, the most meaningful, enriched GO terms were cellular metabolic process, primary metabolic process, metabolic process and cellular process. For the CC domain, the most meaningful, enriched GO terms were intracellular, intracellular part, cell part and cell. In addition, in MF the most meaningful, enriched GO terms were binding, protein binding and transferase activity. In addition, KEGG pathway analysis was performed, and the top 10 pathways in the compared groups were listed according to the enrichment score and were ranked by *p*-value (Fig. 3b). The results indicated that in the protective IPO mechanism, the role of circRNA is closely related to the mechanistic target of rapamycin (mTOR) signaling pathway and further validation are required to confirm these results.

**Figure 3:**
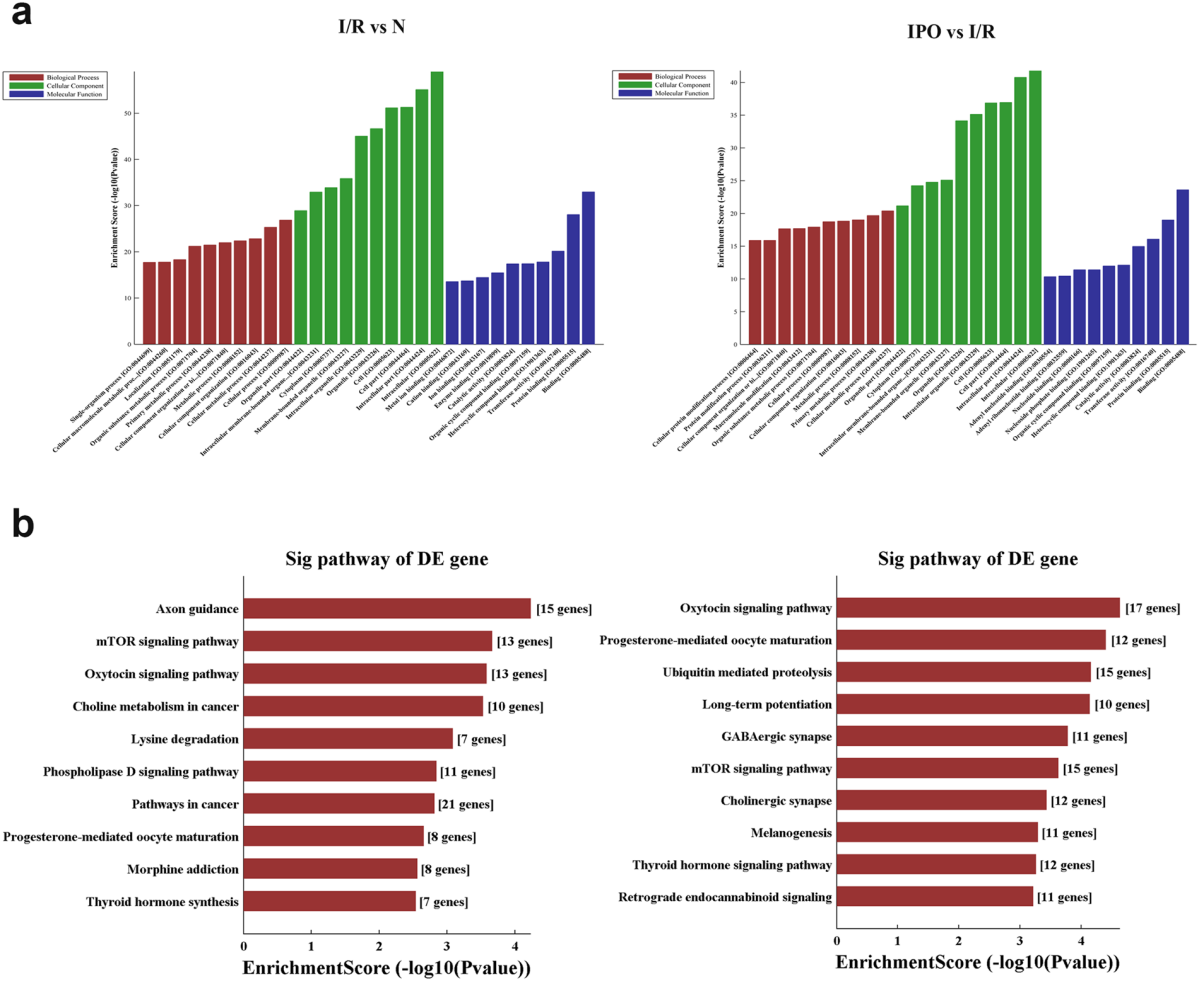
GO and KEGG pathway analysis of dysregulated circRNA linear transcripts. (**a**) GO annotation of the I/R vs N and IPO vs I/R groups via the top 10 enrichment scores in the BP, CC and MF domains. **(b)** KEGG pathway analysis of the I/R vs N and IPO vs I/R groups via the top 10 enrichment scores.

### Validation of selected circRNAs during hepatic I/R injury by qRT-PCR

Ten sequentially expressed circRNAs among the normal, I/R and IPO groups were screened according to *p*-value, fold change, raw intensity and type (Table 1) in validation experiments. 

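Sequential expression corresponds here to a call in both comparisons in opposite directions. The probes up-regulated in I/R and down-regulated in IPO had a median fold change of 2.56 in I/R vs N, with quartiles of 2.27 and 3.06. Of them, 420 were well above background on all 9 arrays, and 213 had an adjusted p below 0.05 from limma in both comparisons. The probes down-regulated in I/R and up-regulated in IPO had a median fold change of 3.50, with quartiles of 2.63 and 5.60. Of these, 325 were well above background on all 9 arrays and 414 passed the adjustment in both comparisons.  The files do not pair probe numbers with circRNA names. The fold changes and p-values of Table 1 were compared with those of the probes, from raw intensities and Student's t-test. No pair matched at the printed precision, so the 10 circRNAs of Table 1 were not tied to probes or analysed further here. From the sequentially expressed circRNAs, the paper selected candidates for qRT-PCR by p-value, fold change, raw intensity and type.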

The results confirmed that consistent with the microarray results, mmu_circRNA_005186, mmu_circRNA_011137, mmu_circRNA_013703, mmu_circRNA_29140, mmu_circRNA_36837, and mmu_circRNA_43819 were significantly amplified by qRT-PCR (Fig. 4a).

**Table 1:** Ten dys-regulated circRNAs were screened for validation by qRT-PCR.

circRNA Name	Type	FC*	Best linear transcripts	Gene Symbol	P-value
**up-regulated (I/R vs Normal)**					
mmu_circRNA_005186	exonic	3.987	NM_010139	Epha2	0.004
mmu_circRNA_44049	exonic	3.175	NM_027889	Vps11	0.007
mmu_circRNA_29064	exonic	3.126	NM_001081254	Fam186b	0.005
mmu_circRNA_32403	exonic	3.052	NM_175459	Glis3	0.003
mmu_circRNA_43819	exonic	2.148	NM_027911	Raver1	0.008
**down-regulated (I/R vs Normal)**					
mmu_circRNA_30491	exonic	15.050	NM_001010833	Mdc1	0.028
mmu_circRNA_013703	exonic	7.142	NM_001024205	Nufip2	0.002
mmu_circRNA_29140	exonic	4.879	NM_009624	Adcy9	0.022
mmu_circRNA_011137	exonic	2.326	NM_177464	R3hcc1l	0.038
mmu_circRNA_36837	exonic	2.138	NM_009649	Akap2	0.019

*FC: Fold Change.

**Figure 4:**
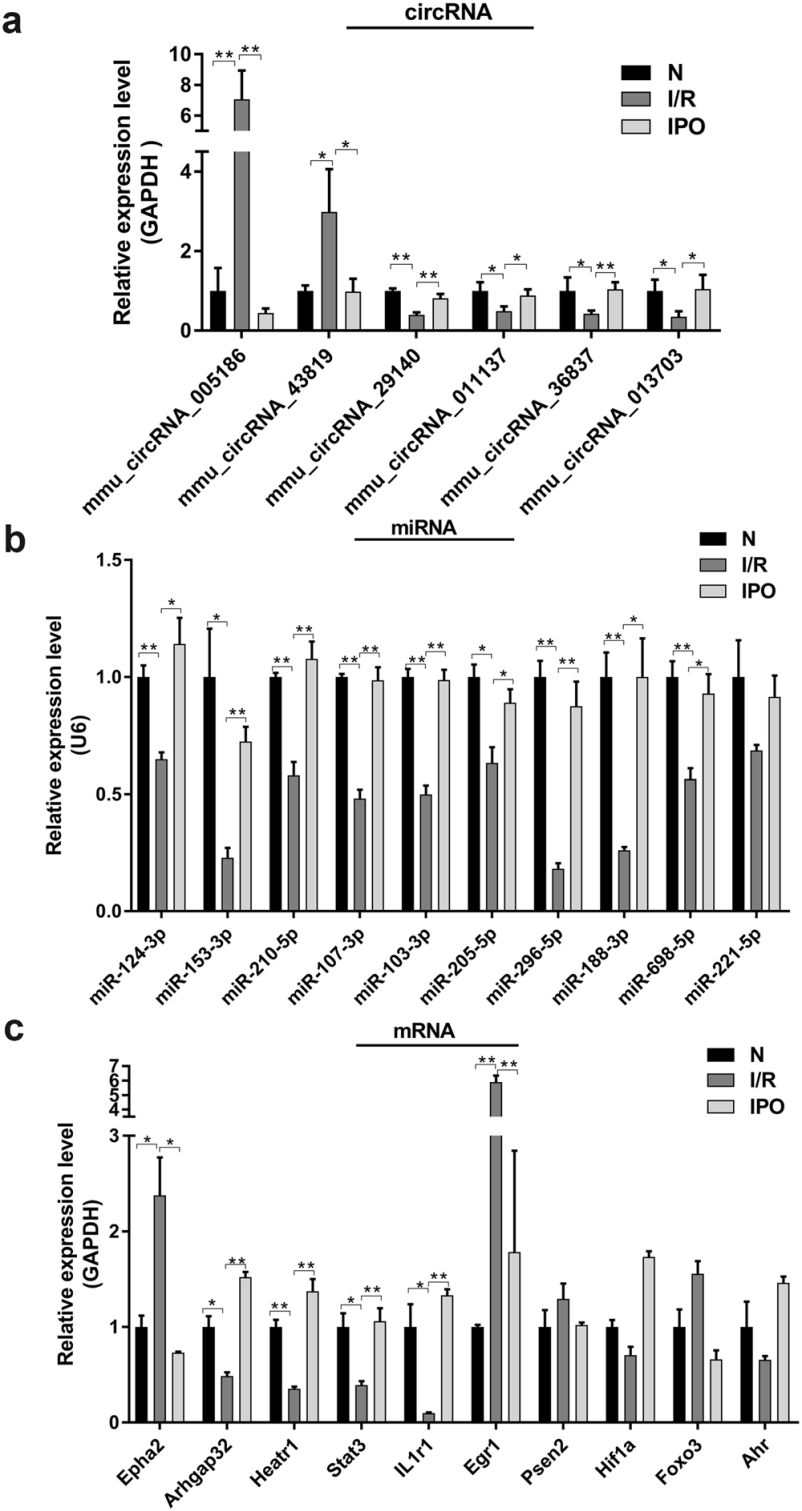
Validation of selected circRNAs, miRNAs and mRNAs by qRT-PCR. (**a**) 6 circRNAs were significantly amplified by qRT-PCR and consistent with the microarray results. **(b)** 9 miRNAs were significantly amplified by qRT-PCR and were inversely correlated with their corresponding circRNAs. **(c)** 6 mRNAs were significantly amplified by qRT-PCR while only Epha2, Arhgap32, Heatr1 and Egr1 had an identical expression trend with their corresponding circRNAs. *p < 0.05, **p < 0.01.

### Construction of the circRNA-miRNA-mRNA network and validation of predicted miRNAs and mRNAs

We predicted potential interactions among the identified circRNAs, miRNAs and target genes. A ceRNA network of circRNA-miRNA-mRNA interactions, including 6 circRNAs, 47 miRNAs and 90 mRNAs, was constructed by Cytoscape software (Fig. 5). According to the ceRNA network, circRNA, a competing endogenous RNA, increased target gene expression by removing the inhibitory effect of miRNA. 10 predicted miRNAs and mRNAs were selected from the ceRNA network to validate among the three groups by qRT-PCR, respectively. The results indicated that the expression of miR-124-3p, miR-153-3p, miR-210-5p, miR-107-3p, miR-103-3p, miR-205-5p, miR-296-5p, miR-188-3p and miR-698-5p significantly increased and were inversely correlated with their corresponding circRNAs expression (Fig. 4b). Meanwhile, qRT-PCR analysis revealed the expression of Epha2, Arhgap32, Heatr1, Stat3, IL1r1 and Egr1 were significantly different among three groups while only Epha2, Arhgap32, Heatr1 and Egr1 had an identical expression trend with their corresponding circRNAs (Fig. 4c). Based on the verified qRT-PCR data, several circRNA-miRNA-mRNA pathways were constructed, including mmu_circRNA_005186-miR-124-3p-Epha2 and mmu_circRNA_43819-miR-210-5p-Egr1. Since mmu_circRNA_005186 had a higher fold change in qRT-PCR and Epha2 was its linear gene, we therefore chose mmu_circRNA_005186-miR-124-3p-Epha2 pathway for further intensity study.

**Figure 5:**
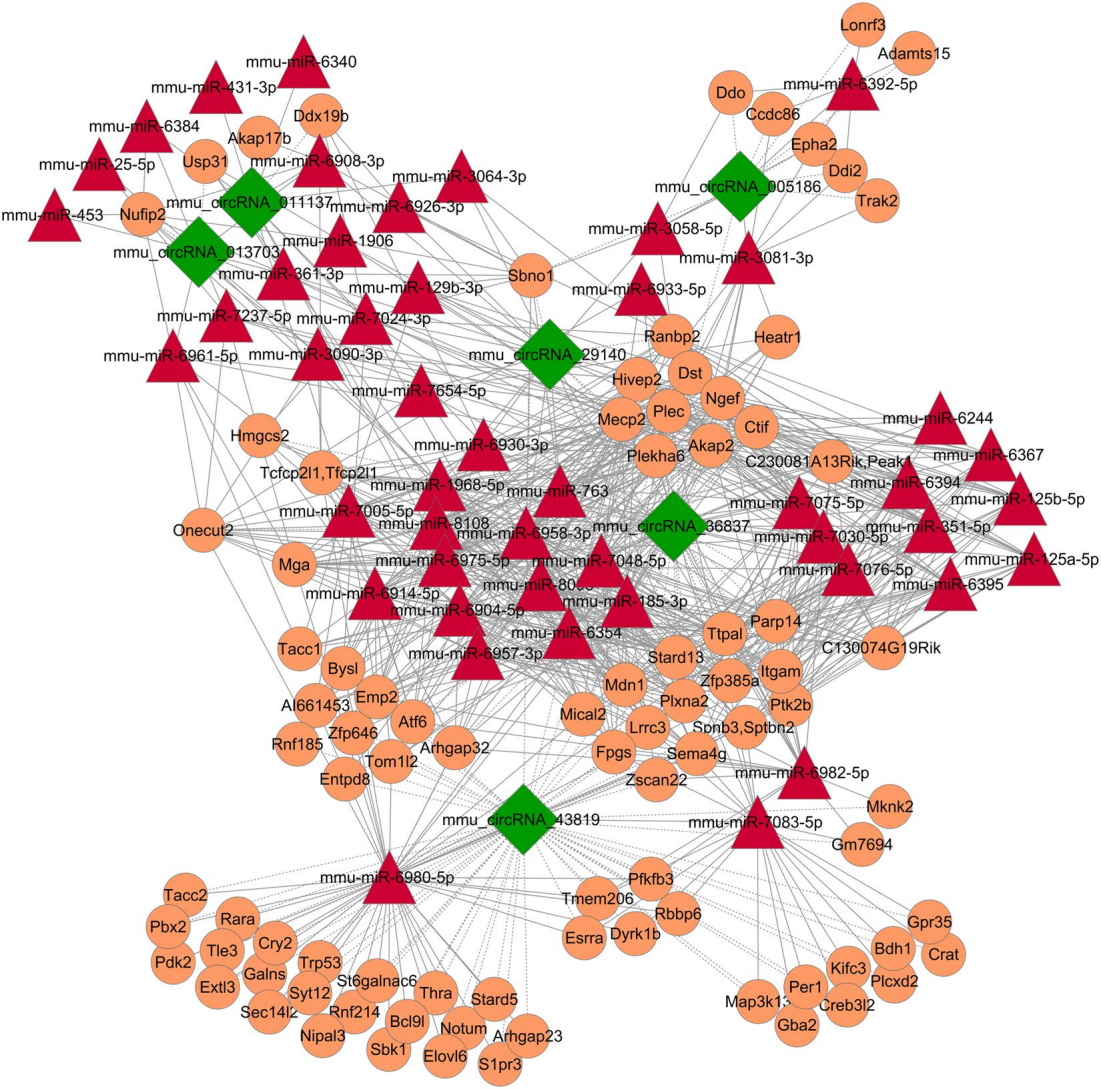
The circRNA-miRNA-mRNA network analysis. The network consists of 6 circRNAs, 47 miRNAs and 90 mRNAs.

### mmu_circRNA_005186 acted as a miRNA Sponge for miR-124-3p and regulated the expression of Epha2

To determine whether mmu_circRNA_005186 directly targets miR-124-3p through the predicted binding sites (Fig. 6a), we performed a dual-luciferase reporter assay and found that miR-124-3p mimics significantly reduced the luciferase activity of mmu_circRNA_005186-WT (*p* < 0.01) but not the mutant one in 293T cells (Fig. 6b). Then, we applied the dual-luciferase reporter assay to validate whether miR-124-3p interacts with Epha2 by the predicted binding sites (Fig. 6c). The results indicated that luciferase activity was significantly lower in the miR-124-3p mimic (*p* < 0.01) than the negative control (NC), but this reduction was not observed with the mutant plasmids (Fig. 6d). Furthermore, by qRT-PCR, we found that the expression level of miR-124-3p was significantly upregulated after mmu_circRNA_005186 silencing in RAW264.7 cells (Fig. 6e,f). In addition, the expression level of Epha2 was significantly downregulated (Fig. 6g). Collectively, the above results demonstrated that mmu_circRNA_005186 enhanced Epha2 expression level by acting as a miRNA sponge for miR-124-3p *in vitro*.

**Figure 6:**
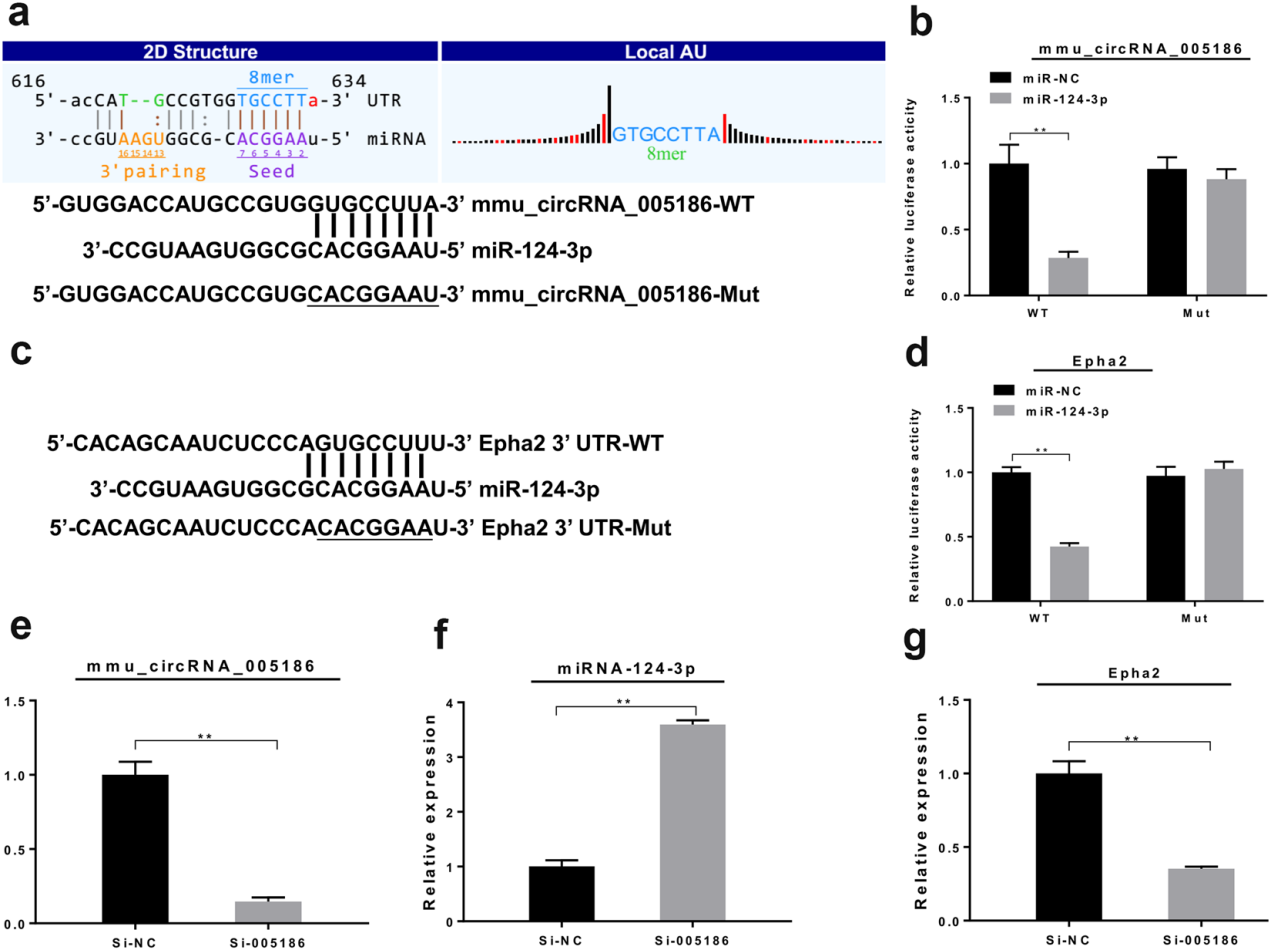
mmu_circRNA_005186 acted as a miRNA Sponge for miR-124-3p and regulated the expression of Epha2. (**a**) Predicted binding site of miR-124-3p in mmu_circRNA_005186 and a diagram for construction of mutated reporter plasmid (mmu_circRNA_005186-Mut). **(b)** Dual-luciferase reporter assay showed that miR-124-3p mimics significantly repressed the luciferase activity of mmu_circRNA_005186-WT but not the mutant one in 293T cells. **(c)** Predicted binding site of miR-124-3p in Epha2 3′-UTR. And a diagram for construction of mutated reporter plasmid (Epha2 3′-UTR-Mut). **(d)** Dual-luciferase reporter assay showed that miR-124-3p mimics significantly repressed the luciferase activity of Epha2 3′-UTR-Mut but not the mutant one in 293T cells. **(e)** After transfection with si-005186, the expression level of mmu_circRNA_005186 was significantly inhibited in RAW264.7 cells. **(f)** The expression level of miR-124-3p was significantly upregulated after mmu_circRNA_005186 silencing in RAW264.7 cells. **(g)** The expression level of Epha2 was significantly inhibited after mmu_circRNA_005186 silencing in RAW264.7 cells. *p < 0.05, **p < 0.01.

### Effect of mmu_circRNA_005186 on LPS-induced inflammation in RAW264.7 cell

Given that macrophages play a vital role in hepatic I/R injury, we sought to determine whether mmu_circRNA_005186 affects the LPS-induced inflammation in RAW264.7 cells through the mmu_circRNA_005186-miR-124-3p-Epha2 pathway. The RAW 264.7 cells were transfected with small interfering RNA against mmu_circRNA_005186 (si-005186) or si-circRNA-NC for 48 h and were stimulated by LPS. The supernatant concentrations of TNF-α and IL-1β released from RAW 264.7 cells were significantly lower in the si-005186 group than the negative control (Fig. 7a,b). As expected, qRT-PCR identified that miR-124-3p was upregulated by 6-fold (*p* < 0.01) (Fig. 7c) while the expression level of Epha2 markedly decreased in the si-005186 group (Fig. 7d).

**Figure 7:**
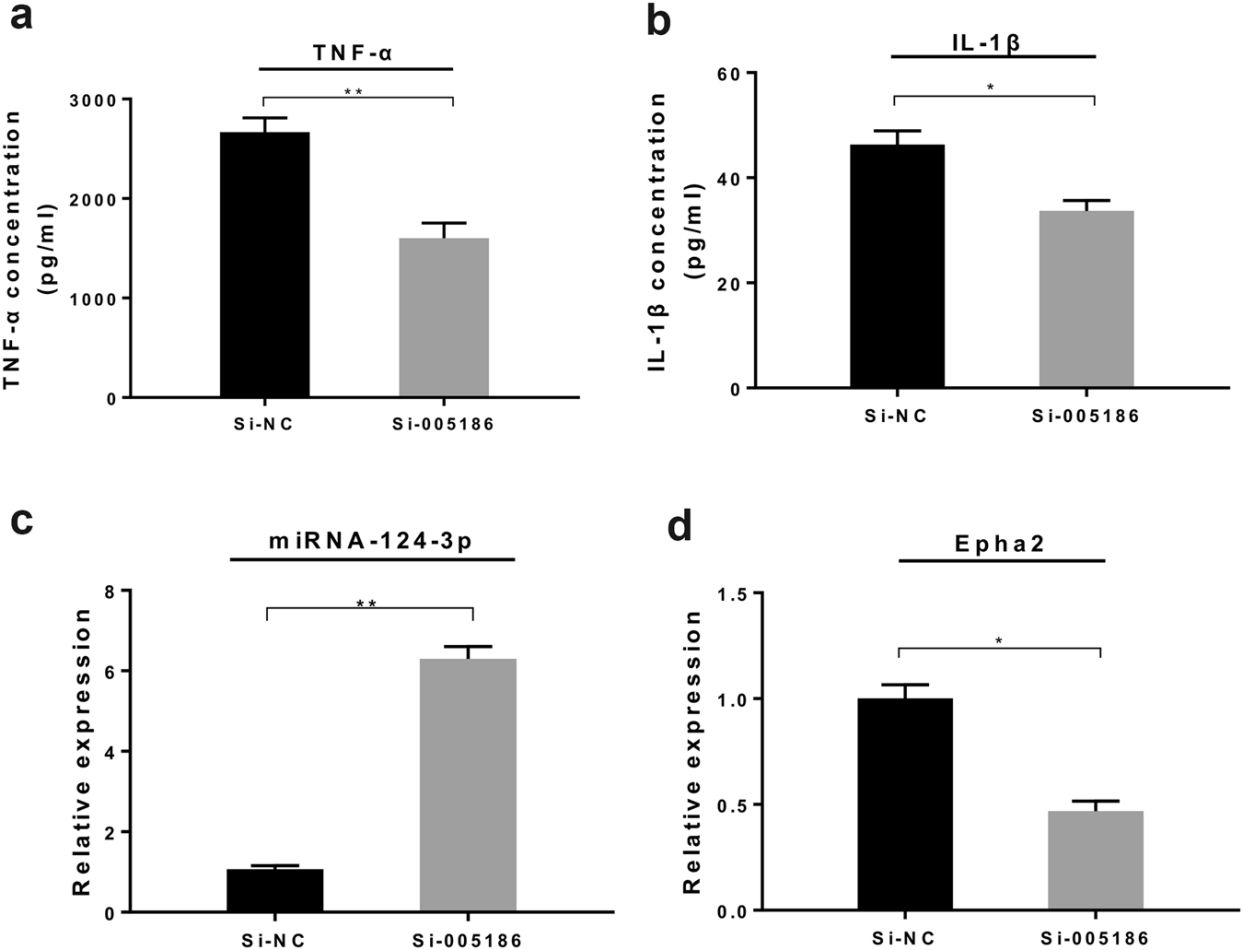
Effect of mmu_circRNA_005186 on LPS-induced inflammation in RAW264.7 cells. **(a**,**b**) ELISA assay demonstrated that the supernatant concentrations of TNF-α and IL-1β released from RAW 264.7 cells were significantly lower in the si-005186 group than the negative control. **(c)** qRT-PCR showed that miR-124-3p was upregulated by 6-fold in the si-005186 group. **(d)** mmu_circRNA_005186 silencing inhibited the expression level of Epha2 in LPS-induced inflammation. *p < 0.05, **p < 0.01.

## Discussion

Currently, IPO, an effective method for attenuating hepatic I/R injury^13^, has been used for several years; however, the beneficial mechanism of IPO is still undefined and vague. CircRNAs, a novel type of endogenous noncoding RNA that was recently rediscovered, has gradually been recognized as a molecular biomarker^15^ and as a main mediator in the pathogenesis of tumor growth and metastasis^16^. For example, Hsa_circ_0001649 has been reported as a potential novel biomarker for hepatocellular carcinoma^17^. However, circRNA expression profiles in hepatic I/R injury have not been studied.

In the present study, we used microarray hybridization to detect differential expression profiles and to investigate the biological function of circRNA. A total of 1599 circRNAs were DE among the normal, I/R and IPO groups. A Venn diagram analysis indicated that the majority of the dysregulated circRNAs (51.3% and 58.6%) were sequentially expressed during IPO-induced I/R injury attenuation, which indicated that circRNA plays a vital role in I/R pathogenesis and IPO.

Increasing evidence indicates that circRNA, acts as a competing endogenous RNA or sponge, increases target gene expression by removing the inhibitory effect of miRNA^4,18^. For instance, miR-7a prevents myocardial ischemia-induced cell death by targeting inflammatory and apoptotic genes, however, the circRNA ciRS-7 sponges miR-7a, blocking the anti-apoptotic and cell-protective functions^19^. The heart-related circRNA HRCR is known to prevent cardiac hypertrophy and heart failure by sponging miR-223, which suppresses ARC expression^20^. In the present study, circRNA verification experiments revealed six dysregulated circRNAs following qRT-PCR amplification. To study the potential “housekeeping” functions of these identified circRNAs, a ceRNA network of circRNA-miRNA-mRNA interactions was constructed that includes 6 circRNAs, 47 miRNAs and 90 mRNAs. According to the validation results of selected miRNAs and mRNAs, several ceRNA pathways were constructed. Since the mechanism of circRNA has not been well elucidated, none of the potential circRNA-miRNA-mRNA pathways included in this study have been reported previously. The dual-luciferase analysis validated that miR-124-3p interacts directly with mmu_ circRNA_005186 and Epha2 through the predicted binding sites. The results suggest that mmu_circRNA_005186, serving as a miRNA sponge for miR-124-3p, regulated the expression of Epha2. Furthermore, we explored the mechanism of mmu_circRNA_005186 in LPS-induced RAW264.7 cells that simulated the inflammation in hepatic I/R injury. Through these functional experiments, we demonstrated that mmu_circRNA_005186 silencing attenuated the inflammation and was associated with miR-124-3p upregulation and Epha2 downregulation *in vitro*. Previous studies indicated that miR-124-3p commonly serves an integral roles in cell growth, apoptosis, invasion and metastasis in various cancers^21–23^. In addition, a recent study conducted by Shan Huang indicates that increased miR-124-3p inhibits neuronal inflammation and contributes to neurite outgrowth via their transfer into neurons in a mouse model with traumatic brain injury^24^, suggesting the potential anti-inflammatory role of miR-124-3p. Furthermore, several papers reported that miR-124-3p could be useful molecular marker in brain ischemic stroke^25,26^. Collectively these studies confirm that consistent with our present results, miR-124-3p may inhibit inflammation and attenuate hepatic I/R injury. Epha2 belongs to the membrane-bound tyrosine kinase family, which serves as an oncogene involved in promoting the formation and progression in different types of malignancies^27,28^. In the present study, Epha2 is the linear gene of mmu_circRNA_005186, and this linear gene has been reported to modulate HCC radiosensitivity via p38/mitogen-activated protein kinase-mediated signaling pathways and miR-26b^29^. Ligand-stimulated EphA2 inhibits Akt in PTEN-deficient prostate cancer cells, glioma cells^30^, and other cell types^31,32^ and the activation of mTOR/Akt signaling pathway could protect hepatocytes from hepatic IR injury^33^, suggesting the potential regulating function of Epha2 in hepatic I/R injury. In addition, Saeki *et al*. reported that Epha2 promotes cell adhesion and spreading of monocyte and macrophage cell lines^34^. To the best of our knowledge, platelet and neutrophil adhesion explains the mechanism of hepatic I/R injury^35^. These studies provide novel insights and clues that Epha2 can be applied to study hepatic I/R injury.

In summary, our results show that 1599 circRNAs are dysregulated in hepatic I/R and IPO, and that these circRNAs might play a crucial role in these processes with potential pathophysiological functions. Moreover, we reported for the first time that mmu_circRNA_005186 exerts its function by serving as a miRNA sponge for miR-124-3p, thereby promoting the function of Epha2. Combining the preceding evidence with our functional experiments, modulation of the mmu_circRNA_005186_miR-124-3p_Epha2 pathway may be one of the possible targets and strategy to attenuate hepatic I/R injury.

## Methods and Materials

### Ethics approval

This research protocol was approved by the Committee on the Ethics of Animal Experiments of the Third Xiangya Hospital (No. LLSC (LA) 2016-030) and was conducted according to the Guidance for the Care and Use of Laboratory Animals of the National Institutes of Health.

### Animal model

A total of eighteen 8-week-old male SPF C57BL/6 mice were provided by Hunan SLAC Laboratory Animals (Hunan, China). All mice were housed in a standard room with ad libitum water, rodent food and a 12/12 h light/dark cycle illumination for two weeks. The model of partial (70%) hepatic I/R was used in accordance with previous reports^36^.After an acclimatization period, the eighteen mice were randomly divided into three groups: (1) the normal (N) group, (2) the ischemia/reperfusion (I/R) group and (3) the I/R + ischemic postconditioning (IPO) group. Group N underwent laparotomy without vessel blockage; in the I/R group, liver ischemia was induced for 1 h and reperfusion for 4 h; the IPO group received three intermittent cycles of 5 seconds of ischemia, followed by 5 seconds of reperfusion before the reperfusion phase.

### Cell Culture and Treatment

RAW 264.7 and 293T cells were purchased from the American Type Culture Collection (ATCC, USA) and cultured in DMEM (Gibco, USA) supplemented with 10% fetal bovine serum (HyClone, USA) according to the standard guidelines.

Si-005186 was synthesized by Geneseed Biotech (Guangzhou, China) and the si-005186 sequence is 5′- GATGCCTGCCGAGTTGTTT -3′. RAW 264.7 cells were transfected with si-005186 or si-circRNA-NC using lipofectamine 2000 (Invitrogen, USA) for 48 hours according to the manufacturer’s protocol.

RAW 264.7 cells were seeded at 2 × 10^6^ cells in 1 ml of DMEM in 6-well plates and allowed to adhere for 12 h before stimulation by LPS (100 ng/ml, Sigma, USA). Cells were incubated with LPS for 12 h or 24 h.

### Histological examination of the liver

Hematoxylin-eosin (H&E) staining was conducted to evaluate liver pathological injury. The grade of liver injury was evaluated via Suzuki’s criterion^37^, which indicates the severity of sinusoidal congestion, cytoplasmic vacuolation, and parenchymal cell necrosis.

### Total RNA isolation and quality assessment

Total RNA was extracted from nine frozen mouse liver tissues (three randomly selected samples from each group) and cells using TRIzol (Invitrogen, USA) according to the manufacturer’s instructions. Subsequently, total RNA integrity and gDNA contamination was tested by denaturing agarose gel electrophoresis, and the concentration and quality of the total RNA samples were assessed by a NanoDrop ND-1000 instrument (NanoDrop, USA).

### qRT-PCR

The cDNA synthesis and PCR amplification were carried out by a GeneAmp PCR system 9700 (Applied Biosystems, USA) and ViiA 7 real-time PCR system (Applied Biosystems, USA), respectively. RNA expression was defined as the threshold cycle (Ct). GAPDH was amplified as the internal control for circRNAs and mRNAs and U6 was amplified as the internal control for miRNAs. The relative expression levels were calculated by the double-standard curve method. All primers (Supplementary Table S1) were designed and synthesized by Kangchen Bio-tech (Shanghai, China).

### RNA labelling and circRNA microarray hybridization

RNA labelling and array hybridization were performed according to the manufacturer’s protocol. The enriched circRNAs were amplified and transcribed into fluorescent cRNA. The labeled cRNAs were purified by a RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labelled cRNAs (pmol Cy3/μg cRNA) were measured by a NanoDrop ND-1000 instrument. Each labelled cRNA (1 μg) was fragmented by the addition of 5 μl of 10× blocking agent and 1 μl of 25× fragmentation buffer; then, the mixture was heated at 60 °C for 30 min, and finally, 25 μl of 2× hybridization buffer was added to dilute the labeled cRNA. Hybridization solution (50 μl) was dispensed onto the gasket slide, and this slide was placed onto the circRNA expression microarray slide. The hybridized arrays were washed, fixed and scanned using an Agilent Scanner G2505C.

### CircRNA expression profile data analysis

Agilent Feature Extraction software (version 11.0.1.1) was used to analyse acquired array images. When the data were extracted, quantile normalization and subsequent data processing were conducted using the R software Limma package. CircRNAs that were significantly DE between the two groups were identified through fold change and *p*-values (fold change ≥2.0 and *p*-value < 0.05). The log2 ratio was used for quantile normalization. Hierarchical clustering was conducted to show distinguishable circRNA expression profiles among the samples. Significantly DE circRNAs among the three groups were identified through volcano plot filtering.

### Annotation of linear transcripts and GO and KEGG pathway analysis of host genes

Linear transcripts overlapping with the chromosome location of the circRNA sequence were annotated. CircRNA distribution in the genome was determined by comparing the circRNA with genetic elements. GO analysis was used to investigate three domains of functionality: BP, CC and MF. Fisher’s exact test in the Bioconductor topGO package was used to determine if more overlap existed between the DE list and the GO annotation list than would be expected by chance. The *p*-value produced by the topGO analysis denotes the significance of the GO term enrichment in the DE genes (*p* < 0.05). Pathway analysis was performed to functionally analyze and map genes to KEGG pathways. The *p*-value denotes the significance of the pathway correlated with the conditions (*p* < 0.05).

### Validation of selected circRNAs, miRNAs and mRNAs

Ten circRNAs were selected on the basis of a combination of *p*-value, fold change, raw intensity and type. Ten miRNAs and mRNAs were selected according to the ceRNA network. In addition, further qRT-PCR validation was performed by a SYBR Green PCR kit (Arraystar, USA) in triplicate for each sample.

### Prediction of miRNAs and mRNAs related to circRNAs and construction of the circRNA-miRNA-mRNA Network

To identify predicted circRNA and miRNA interactions, Arraystar’s in-house miRNA target prediction software was applied on the basis of TargetScan and miRanda algorithms. To improve prediction reliability, we set the context + score to less than −0.5. Then, the potential miRNA targets were predicted with miRanda and TargetScan databases, and the ceRNA network of circRNA-miRNA-mRNA was delineated using Cytoscape software.

### Luciferase reporter assay

The sequence of mmu_circRNA_005186 or the 3′-UTR of the Epha2 mRNA, including the seed sequence of the miR-124-3p binding site and a mutated binding site, was cloned into the pmirGLO dual-luciferase vector (Promega, USA).Then, 293T cells were co-transfected with miRNA-124-3p mimics and luciferase vectors using lipofectamine 2000 (Invitrogen, USA). After incubation for 48 h, firefly and Renilla luciferase activity was measured using the DualGlo luciferase assay system (Promega) according to the standard protocol.

### ELISA assay for TNF-α and IL-1β

After treatment with LPS (100 ng/ml) for 24 h, the supernatant concentrations of TNF-α and IL-1β released from RAW 264.7 cells were measured by an automated microplate reader (Heales, China) using commercial ELISA kits according to the instructions of the kits (Abcam, USA).

### Statistical analysis

The microarray data are reported as the means ± SEM. All other statistical data were analyzed and visualized by GraphPad Prism 5.0 and Student’s t-test. The *p-*values were used to evaluate statistical significance (*p* < 0.05).

## Electronic supplementary material

Supplementary Table S1

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request or GEO database (GSE117524).

# Supplementary material for: Comprehensive circRNA expression profile during ischemic postconditioning attenuating hepatic ischemia/reperfusion injury
**Source:** Sci Rep. 2019 Jan 22;9:264. doi: 10.1038/s41598-018-36443-8
**Supplement:** Supplementary file 1 — Supplementary Table S1

# Comprehensive circRNA expression profile during ischemic postconditioning attenuating hepatic ischemia/reperfusion injury

Pengpeng zhang, Yingzi Ming, Qifa Ye\*, Ying Niu\*

**Table S1** The primers sequence used in this study

| ID                 | Primer                                                             | product length (bp) |
|--------------------|--------------------------------------------------------------------|---------------------|
| GAPDH(MOUSE)       | F:5' CACTGAGCAAGAGAGGCCCTAT3'<br>R:5' GCAGCGAACTTTATTGATGGTATT3'   | 144                 |
| mmu_circRNA_005186 | F:5' GTGCCAGGAAGGCTACGAGA 3'<br>R:5' TGCGAAGTCCAACAAAACAAC 3'      | 61                  |
| mmu_circRNA_011137 | F:5' CCACGTCTTCTACTAGAGATTGAA 3'<br>R:5' TCACTTGACTTGAGGAGAGCTG 3' | 136                 |
| mmu_circRNA_013703 | F:5' CGCCAAAGAACAGAGATACCAG 3'<br>R:5' TACCGTTTATTTACCATAGCCT 3'   | 113                 |
| mmu_circRNA_29064  | F:5' CGAAGACCAGAAGAAAATGACACA 3'<br>R:5' AGCGGTTGATGGCACAGTTG 3'   | 84                  |
| mmu_circRNA_29140  | F:5' ACCAGTTGAAAGGTGCCCCTG 3'<br>R:5' TTGCTGTCTCCGCTTGAGTCG 3'     | 132                 |
| mmu_circRNA_30491  | F:5' CATGTGGGCAGGACCAAGAG 3'<br>R:5' GCTGAAGGGGATGCTGTATTCC 3'     | 98                  |
| mmu_circRNA_32403  | F:5' ACTATAAAGCCCAACAGCAAG 3'<br>R:5' TTTCAAGGCAAGGCAAGTAAC 3'     | 103                 |
| mmu_circRNA_36837  | F:5' TAAAGCGGCAGAGACAAGTGA 3'<br>R:5' GGTTAGCATCCTCAGAAAGCTG 3'    | 130                 |
| mmu_circRNA_43819  | F:5' CATTTTTACTCTGGCTCACCC 3'<br>R:5' CTAGGTCCCACATCCTTGTTTC 3'    | 92                  |
| mmu_circRNA_44049  | F:5' GCAGAAACAGAGCCAGCAGAT 3'<br>R:5' CACTCTTCAGCAGGGAGATGG 3'     | 148                 |
| Epha2              | F:5' AGGGAGAAGGATGGTGAGTT 3'<br>R :5' CTTCCAGCACACGCGAC 3'         | 184                 |
| Arhgap32           | F:5' GCAGCGTAATGAAAGTGAGC 3'<br>R :5' GGTCGGAACAACCTGGAAT 3'       | 144                 |
| Heatr1             | F:5' TCAGCTAGTCACCACGCTAA 3'<br>R:5'GAACTCAGTATCTGCCTCTAAAA 3'     | 139                 |
| Stat3              | F:5' ACTTCAGACCCGCCAACA 3'<br>R :5' CCAGCAACCTGACTTTTCG 3'         | 236                 |
| IL1r1              | F:5' TGTGTGCCCTTATGTGAGTTAT 3'<br>R :5' TTTACTCCGAAGAAGCTCAC 3'    | 114                 |
| Egr1               | F:5' GAGCGAACAACCCTATGAG 3'<br>R :5' GTCGTTTGGCTGGGATAA 3'         | 102                 |

|                |                                                                 |     |
|----------------|-----------------------------------------------------------------|-----|
| Psen2          | F:5' CTATCAAGTCTGTGCGTTTCT 3'<br>R :5' CCCGAGGTAGATGTAGGTGA 3'  | 254 |
| Hif1a          | F:5' GGTGGATATGTCTGGGTTGA 3'<br>R :5' GATTCTGTTTGTGAAGGGAG 3'   | 143 |
| Foxo3          | F:5' ACGGCTCACTTTGTCCCA 3'<br>R :5' GTGCCGGATGGAGTTCTT 3'       | 109 |
| Ahr            | F:5' TGTCATCCATCAGAGCGTAT 3'<br>R :5' GCTTCGTCCACTCCTTGT 3'     | 111 |
| U6             | F:5'GCTTCGGCAGCACATATACTAAAAT3'<br>R:5'CGCTTCACGAATTTGCGTGTCA3' | 89  |
| mmu-miR-153-3p | GSP:5'GGGGGTTGCATAGTCACAAAA3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'      | 65  |
| mmu-miR-205-5p | GSP:5'CGTCCTTCATTCCACCG3'<br>R:5'CAGTGCGTGTTCGTGGAGT3'          | 64  |
| mmu-miR-103-3p | GSP:5'GGGGAGCAGCATTGTACAGG3'<br>R:5'CAGTGCGTGTTCGTGGAGT3'       | 65  |
| mmu-miR-107-3p | GSP:5'GCAGCAGCATTGTACAGG3'<br>R:5'CAGTGCGTGTTCGTGGAGT3'         | 65  |
| mmu-miR-124-3p | GSP:5' GGGTAAGGCACGCGGT3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'          | 62  |
| mmu-miR-188-3p | GSP:5'GGGTATCTCCCACATGCAGG3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'       | 65  |
| mmu-miR-221-5p | GSP:5'GGGAACCTGGCATAACAATGTAG3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'    | 68  |
| mmu-miR-210-5p | GSP:5'GAAAAGCCACTGCCCACC3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'         | 64  |
| mmu-miR-698-5p | GSP:5'GGGAAAGTGGGTGGGACAG3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'        | 64  |
| mmu-miR-296-5p | GSP:5'GAAGGGCCCCCCTCA3'<br>R:5'GTGCGTGTTCGTGGAGTCG3'            | 61  |

How the deposited data were processed for this re-analysis (not part of the article)

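CircRNA expression was measured in mouse liver tissue on 9 arrays, 3 from each of the normal (N), I/R and IPO groups. The groups and replicate numbers were taken from the sample labels and the methods. The authors deposited the scanner output of each 1-colour (Cy3) array as made by Agilent Feature Extraction, version 11.0.1.1, before quantile normalization. For each spot it gives a processed intensity, which is the signal after background correction by that software, the median raw intensity, the median local background intensity and flags for outlier, saturated and dim spots. The methods state that the authors then carried out quantile normalization and further processing with limma, and called circRNAs at a fold change of at least 2.0 and a p-value below 0.05. Their normalized values were not used here.

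From the deposited intensities, log2 values of the processed signal were computed in R 4.3.3, spots flagged as non-uniformity or population outliers were set to missing, and the 15176 non-control spots of the 9 arrays were quantile normalized with limma 3.58.1. Between 0 and 7 circRNA spots per array carried an outlier flag, and no spot was saturated. Each of the 14236 circRNA probes has 1 spot, and the spots of the 94 other non-control probes, 10 per probe, were averaged. Tested were the 12813 circRNA probes flagged as well above background on at least 3 of the 9 arrays. The methods name no such filter. The 3 groups were fitted together with lmFit and eBayes. Probes were called at a fold change of at least 2.0 and an unadjusted p below 0.05, and separately at a Benjamini-Hochberg adjusted p below 0.05 within each comparison. The probe numbers named in the text were chosen by a rule written before the data were examined. In each comparison these were the 2 largest increases and the 2 largest decreases among probes with a fold change of at least 2.0, an adjusted p below 0.05, no overlap between the groups' values and a signal well above background on all 3 arrays of the brighter group. No probe met the rule between the IPO and N groups.

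The quality of the arrays limits the fold changes. A probe that is not well above background on any array of a group gives no measured level for that group. This was so for 28 of the probes called up-regulated and 39 of those called down-regulated in I/R vs N, and for 41 and 33 in IPO vs I/R. The lowest normalized signal of a circRNA probe well above background was 4.22 on I/R 1 and 5.27 on I/R 2, on the log2 scale, and between 1.30 and 2.39 on the other arrays. A decrease on I/R 1 or I/R 2 to below that level has no measured size, and neither has an increase that stays below it there.

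The procedure was tested on simulated arrays in which 200 of the 12813 probes were changed. Of these, 91.5% were recovered in I/R vs N at the unadjusted threshold, with 386 unchanged probes also called, and 49% at the adjusted threshold with 4 unchanged probes called. In IPO vs I/R 93.5% were recovered, with 435 unchanged probes called. With the Student's t-test 85.5% were recovered in I/R vs N, with 201 unchanged probes called. These rates describe the simulated arrays only and are not taken to hold for the real ones. The median SD over probes was 0.76 on the log2 scale in the I/R group, 0.26 in the N group and 0.31 in the IPO group. Sets simulated from the SD of each real group, without a group difference, gave medians of 354.5 up-regulated and 356.5 down-regulated probes in I/R vs N. The 386 unchanged probes called above may therefore be too few for the real arrays.

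The alternatives set before the data were examined were scaling by the 75th percentile of each array in place of quantile normalization, normexp background correction with an offset of 50, the raw signal without background correction, quantile normalization over the arrays of each comparison alone, no filter on dim probes, a filter requiring a signal well above background on all 9 arrays or on all 3 arrays of a group, Student's t-test, a limma fit on the groups compared alone, array weights, the replicate number as a block, the scan as a block, outlier spots kept, each array left out in turn, and different I/R arrays in the comparisons. The mean raw intensity named for the normexp and raw-signal alternatives was replaced by the median raw intensity, which is the raw column of the files. The alternative without a filter covers all 14236 circRNA probes. The raw signal with Student's t-test was added after the data were examined. Student's t-test is named in the statistics section for the data other than the microarrays.

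The scan was used as a block because scan 1 holds arrays of all 3 groups. I/R 1, I/R 2 and IPO 3 are each alone in a scan, so this fit rests on the 6 arrays of scan 1. Left out were the gene ontology and pathway analyses, whose annotation was not used here, the 10 circRNAs of Table 1, because the files do not pair probes with circRNA names, and the qRT-PCR, luciferase and histology data.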

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

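All alternatives were set before the data were examined except the raw signal with Student's t-test, which was chosen after seeing the data. No correlation of the comparisons changed sign in the alternatives run for it. The fold changes of the named probes were not computed with different I/R arrays in the comparisons or for the raw signal with Student's t-test, and none changed sign in the other alternatives that tested them. Scaling by the 75th percentile, the filter on 1 whole group and keeping outlier spots left the counts within 1.5 times of the values in the text, except that scaling by the 75th percentile gave 37 down-regulated probes in IPO vs N against 11. The difference between the mean correlation within and between groups moved by less than the SD of the within-group correlations in each of the 7 alternatives run for it. Those correlations ranged from 0.740 to 0.978, so this limit is wide beside a difference of 0.0471. For the other movements below, the cause was not tested unless one is given.

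With normexp background correction, I/R vs N gave 144 up-regulated and 436 down-regulated probes and IPO vs I/R 442 and 169, 1191 calls in all, with 298 and 415 adjusted calls, 7 calls between IPO and N, and 114 and 312 shared probes. The raw signal gave 250, 670, 722 and 305 calls, 1947 in all, with 18 calls between IPO and N and 195 and 535 shared probes. Student's t-test gave 621, 803, 935 and 710 calls, 3069 in all, with 454 and 677 shared probes, and after adjustment 8 calls in I/R vs N and 0 in IPO vs I/R, where 2352 probes had an unadjusted p below 0.05. The raw signal with Student's t-test gave 190, 465, 590 and 222 calls, 1467 in all, with 3 adjusted calls in each comparison, 14 calls between IPO and N and 145 and 392 shared probes. Here 0 or few adjusted calls do not follow from the number of arrays alone, since limma made calls at the same number.

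Without a filter on dim probes, 1526 probes were up-regulated in I/R vs N and 1163 were shared as up in I/R and down in IPO. With only the 5272 probes well above background on all 9 arrays, the counts were 540, 396, 460 and 667, 2063 in all, with 20 between IPO and N and 435 and 341 shared probes. Fewer probes are tested there, and probes that fell to the background of I/R 1 or I/R 2 are removed by construction. Down-regulated probes were then 42.3% of the I/R vs N calls, against 60.1% in the text, 49.4% without a filter, 49.4% with the scan as a block, 72.8% for the raw signal and 75.2% after normexp. For the up-regulated share of IPO vs I/R the values were 40.8%, 58.2%, 48.7%, 50.0%, 70.3% and 72.3% in the same order.

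A limma fit on the groups compared alone, whose spread has fewer arrays behind it, gave 71 adjusted calls in I/R vs N, 232 in IPO vs I/R and 107 calls between IPO and N. Quantile normalization over those arrays alone, with the same fit, gave 95, 310 and 125. With array weights the calls were 1693, 2373, 2392 and 1746, 8204 in all, with 3137 and 2971 adjusted calls, 266 between IPO and N and 1321 and 1949 shared probes. The weights give I/R 3 the lowest weight of the 9 arrays, 0.115. With the scan as a block, and so on the arrays of scan 1, with I/R 3 as the only I/R array, 2157 probes were up-regulated in I/R vs N and 1960 were down-regulated in IPO vs I/R, with 8189 calls in all, 3169 and 1998 adjusted calls, 114 calls between IPO and N and 1523 shared probes. This lone array is assumed to vary like the other groups. Of the 994 and 1497 probes called in I/R vs N on all arrays, 475 and 847 were called again in the same direction.

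The replicate numbers did not pair the mice. Deviations of arrays with the same number from their group means correlated at -0.47 to 0.18, with 2 of 9 pairs above 0.1. With the replicate number as a block the adjusted calls were 160 in I/R vs N and 356 in IPO vs I/R, and the other counts stayed within 1.5 times.

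With each array left out in turn, the up-regulated and down-regulated probes ranged from 804 to 1766 and from 1190 to 2446 in I/R vs N, and from 1235 to 2520 and from 899 to 1914 in IPO vs I/R, with 4528 to 8646 calls in all. The shared probes ranged from 596 to 1490 and from 1044 to 2128. Each of these maxima came from leaving out I/R 3. The adjusted calls ranged from 69 (without N 1) to 3718 (without I/R 3) in I/R vs N and from 199 (without IPO 2) to 3952 (without I/R 3) in IPO vs I/R. In I/R vs N they stayed within 1.5 times of 762 only without I/R 1, at 693. In IPO vs I/R they stayed within 1.5 times of 1029 only without I/R 1, at 891, and without N 3, at 836. The calls between IPO and N ranged from 42 (without IPO 3) to 242 (without N 3). With the other alternatives, apart from different I/R arrays in the comparisons, the correlation of the comparisons moved by less than 1 SD of its values with 1 array left out. With 1 array left out it ranged from -0.96 (without I/R 3) to -0.90 (without N 3).

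With different I/R arrays in the comparisons, the median over the 6 ways was 423.5 and 705 shared probes and a correlation of -0.55. Each comparison then has 1 or 2 I/R arrays, and no array enters both. A single I/R array gives no spread of its own, so the counts are uncertain.

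For the probes named in the text, 8 when counted by comparison, the adjusted p rose above 0.05 in 37 values from the alternatives, of which 14 were at ASCRP4003022, 8 at ASCRP4011328 and 8 at ASCRP4012606. After normexp the log2 fold changes were -4.04 at ASCRP4011328, -3.52 at ASCRP4003022, 2.31 at ASCRP4007770 and 3.91 at ASCRP4012606. They were 2.01 at ASCRP4007889 and 2.15 at ASCRP4002701 in I/R vs N, and -1.88 and -2.26 in IPO vs I/R. ASCRP4011328, ASCRP4003022, ASCRP4007770 and ASCRP4012606 were not tested with the filter on all 9 arrays. The Table 1 circRNAs have no values under any setting because they could not be tied to probes here.

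What the arrays can measure depends on signal over background. On I/R 2, 38.6% of the circRNA probes were well above background and on I/R 1 56.8%, so decreases in the I/R group are measured on few arrays, and their sizes depend on the background correction. Increases in the I/R group are limited too. Of the 994 probes up-regulated in I/R vs N, 75.3% were well above background on I/R 1 and 55.5% on I/R 2. For the 1145 probes down-regulated in IPO vs I/R these values were 77.6% and 59.0%. With normexp, 144 probes were up-regulated in I/R vs N.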

Differences from the paper's values

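The paper reports 213 up-regulated circRNAs in I/R vs N, and 994 were found here. Of the alternatives set before the data were examined, the normexp background correction (144) and the raw signal (250) come within 1.5 times of the paper's value, and the others do not. The paper's numbers for the same circRNAs in Fig. 2d add up to about 230, read by eye, which is not the count in its text. Against that sum the raw signal (250) comes within 1.5 times, and the others do not. The paper reports 493 down-regulated circRNAs in I/R vs N, against 1497 here. The normexp correction (436), the raw signal (670) and the filter on all 9 arrays (396) come within 1.5 times, and the others do not.

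For IPO vs I/R the paper reports 641 up-regulated circRNAs, and 1594 were found here. The normexp correction (442), the raw signal (722), the filter on all 9 arrays (460) and Student's t-test (935) come within 1.5 times, and the others do not. The paper's 252 down-regulated circRNAs stand against 1145 here, with the normexp correction (169) and the raw signal (305) within 1.5 times and no other. The paper's total of 1599, which is the sum of the counts of both comparisons, stands against 5230 here. The normexp correction (1191), the raw signal (1947) and the filter on all 9 arrays (2063) come within 1.5 times, and the others do not.

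The number of shared circRNAs that were up-regulated in I/R and down-regulated in IPO is about 160 in Fig. 2d, read by eye, and 743 here. The normexp correction (114) and the raw signal (195) come within 1.5 times, and the others do not. For those down-regulated in I/R and up-regulated in IPO it is about 420 in Fig. 2d, read by eye, and 1254 here. The normexp correction (312), the raw signal (535) and the filter on all 9 arrays (341) come within 1.5 times, and the others do not. As a percentage of the union, the paper's 51.3% and 58.6% and the values of 53.2% and 68.3% here lie within 1.5 times of each other. With different I/R arrays in the comparisons, 17.9% and 25.2% do not.

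The raw signal with Student's t-test was chosen knowing that it lies near the paper's counts, so its nearness is no separate evidence. It gave 190 and 465 calls in I/R vs N, 590 and 222 in IPO vs I/R and 1467 in all. The shared probes numbered 145 and 392, and all these values lay within 1.5 times of the paper's. It was picked after 24 combinations of settings on the raw signal with this test had been compared with the paper's counts. These varied the spots normalized, the filter on probes and the order of these steps, with outlier spots kept. Over the 24, up-regulated probes in I/R vs N ranged from 174 to 202, down-regulated probes from 351 to 470, up-regulated probes in IPO vs I/R from 444 to 595 and down-regulated probes from 216 to 238. None of the 24 gave the paper's counts, and none is taken to be the paper's method.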

Other observations

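The tests on quantile normalization, on the I/R arrays shared by the comparisons, on dim probes and on other splits of the arrays were planned before their results were seen. The tests on low signal, on a swap, on the scans, on what I/R 1 and I/R 2 share, and on the calls carried by I/R 1 and I/R 2 were chosen after the result was seen. The 2 SD limit and the IPO arrays used in the last of these were also set afterwards.

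The 3 I/R arrays did not form one group. I/R 3 correlated with I/R 1 and I/R 2 at a mean r of 0.753 and with the 6 N and IPO arrays at 0.843, and the median SD over probes was 0.76 on the log2 scale in the I/R group, 0.26 in the N group and 0.31 in the IPO group. The tables argue against quantile normalization as the source. The rank correlation before any normalization averaged 0.732 between I/R 3 and the other I/R arrays, at most 0.744, and was at least 0.784 with each N and IPO array. They also argue against a swap with an N or IPO array. Each of these 6 arrays correlated better with its own group than with I/R 1 and I/R 2, by at least 0.129. A wrong label without such a partner was not tested. The low signal of I/R 1 and I/R 2 stays open. Over the 5272 probes well above background on all 9 arrays, I/R 3 correlated with them at a mean of 0.743 (0.691 and 0.796) and with the N and IPO arrays at 0.783 (0.729 to 0.841), ranges that overlap. I/R 1 and I/R 2 correlated with each other at 0.946 over these probes and at 0.889 over all tested probes, while with dim probes removed I/R 3 moved from 0.740 to 0.691 with I/R 1 and from 0.765 to 0.796 with I/R 2. These values do not decide it. Their scans stay open too. At most 1 I/R array was scanned on any one day, so the scan days and slides of I/R 1 and I/R 2 cannot be told apart from the mice. IPO 3, alone in its scan on the day of scan 1, correlated with the N and other IPO arrays at a mean of 0.955. A difference in injury between the I/R mice is an open biological explanation that was not tested.

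All 1997 probes called in both comparisons went in opposite directions, and part of this is built in, since both use the same I/R arrays. Simulated groups without a difference gave a median correlation of -0.85 from the SD of each group, against -0.94 observed. In another simulation, the deviations of whole arrays were given random signs, and the median was -0.86, with 16 of 100 draws at or below the observed value. The median numbers of shared probes were then 365.5 and 189, and 16 of 100 draws reached 743 and 0 of 100 reached 1254. As a percentage of the union, draws from the SD of each group reached the observed 53.2% in 5 of 100 and 68.3% in 0 of 100. With random signs of whole arrays, 26 of the 93 draws with a percentage reached 53.2%, and 6 of 98 reached 68.3%. That version lets the arrays of a group move together, because the deviations of 3 arrays sum to 0. The shared arrays do not account for the whole pattern. With I/R 1 and I/R 2 in different comparisons, the correlation was -0.54 or lower in each of 4 ways, beyond the largest correlation of 0.48 in size between deviations of single arrays of different groups, and 40 to 68 probes were called in the same direction, where 297 to 374 are expected if the lists were unrelated. With I/R 3 in one comparison and I/R 1 and I/R 2 in the other, the correlations were -0.24 and -0.21, which is within that limit. The opposite calls then numbered 911 and 940, where 663 and 659 are expected from unrelated lists, and 383 and 389 probes were called in the same direction, where 658 and 653 are expected. Probes up-regulated in I/R and down-regulated in IPO were near the expected number, with 327 and 292 against 274 and 276, and those down-regulated in I/R and up-regulated in IPO were above it, with 584 and 648 against 390 and 383. What I/R 1 and I/R 2 share apart from the condition, such as low signal and later scans, may therefore carry part of the reversal, and cannot be told apart here from the effect of I/R. In each of these ways 1 comparison has a single I/R array, which gives no spread of its own. The counts of calls, observed and expected, are therefore uncertain, while the correlations of fold changes do not use that spread.

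The calls in I/R vs N were then made with I/R 1 and I/R 2 as the only I/R arrays and looked up on I/R 3. At the 2465 down-regulated probes, the median log2 shift of I/R 3 was -0.24 from the N group and -0.15 from the IPO group. The IPO arrays had no part in the fold changes of these calls, but entered the shared spread behind their p-values. At the 1836 up-regulated probes it was 0.21 and 0.22. None of 10000 random lists matched on mean level reached these shifts in either direction. At the same probes, however, single IPO arrays deviated from the other IPO arrays by -0.15 to 0.18 for the down-regulated list and by -0.08 to 0.16 for the up-regulated list, so the shift of I/R 3 is no larger than 2 SD of these deviations. Whether I/R 1 and I/R 2 alone carry the calls thus stays open. The other I/R arrays behaved differently when held out in the same way. The down-regulated probes called without I/R 1 shifted by -1.35 on I/R 1, and those called without I/R 2 by -1.58 on I/R 2, both from the N group.

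More probes were down-regulated than up-regulated in I/R vs N. Whether dim probes near the background of I/R 1 and I/R 2 are the source of this stays open. Among the 6406 probes with the higher mean level over all 9 arrays, 811 were down-regulated and 429 up-regulated, and among the other 6407 probes 686 and 565. A probe with a high mean level can still be at background on I/R 1 or I/R 2, however. Among the 5272 probes well above background on all 9 arrays the pattern was reversed, with 396 down-regulated and 540 up-regulated, or 42.3% down-regulated. That filter removes probes that fell to the background on I/R 1 or I/R 2 by construction, so it does not decide either. The down-regulated share was 49.4% without a filter and with the scan as a block, 72.8% for the raw signal and 75.2% after normexp.

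Splits of 3 arrays against 3 cannot exclude chance for any count of calls, since there are only 10 of them. In I/R vs N the real split gave the most calls, 1 of 10 splits. The next was N 1, N 2 and I/R 3 against N 3, I/R 1 and I/R 2, a split that follows the later scans of I/R 1 and I/R 2 except for N 3, with 2272 calls against 2491. The adjusted calls were 762 in the real split and 0 in each of the others. In IPO vs I/R the real split also gave the most, 1 of 10, and the split of I/R 1, I/R 2 and IPO 3 against I/R 3, IPO 1 and IPO 2, which follows scan 1 against the other scans exactly, gave 2466 against 2739. The adjusted calls fell from 1029 to 1 in that split. In the arrays of scan 1, I/R 3 alone gave 3169 adjusted calls against the N arrays and 1998 against IPO 1 and IPO 2, but its spread is taken from the N and IPO arrays, whose median SDs were 0.26 and 0.31, against 0.76 in the I/R group. These counts therefore do not separate the scan from the condition. Between IPO and N, 3 of 10 splits gave as many calls as the real one, itself included. The simulated sets without a group difference, drawn from the SD of each group, gave at most 395 up-regulated and 395 down-regulated probes in I/R vs N and at most 403 and 400 in IPO vs I/R, fewer than observed in all 100 draws. With random signs of whole-array deviations, 16 and 1 of 100 draws reached the observed counts in I/R vs N, and 3 and 13 of 100 in IPO vs I/R.

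The paper gives no count for IPO vs N. In this comparison 56 probes were up-regulated and 11 down-regulated, and none had an adjusted p below 0.05 in limma or in Student's t-test. Without N 3 the counts were 100 and 142, so the excess of up-regulated probes depended on that array. In every other alternative run for this comparison, more probes were up-regulated than down-regulated. An unadjusted p below 0.05 was reached by 111 probes in the fit of the 3 groups, by 635 in the fit of the N and IPO arrays alone and by 640 with Student's t-test, where 641 are expected by chance. With array weights 1289 probes reached it, with a smallest adjusted p of 0.0701 from limma. The first number is low because the spread of each probe is shared with the I/R arrays. Fully separated values were found for 10.2% of the probes, where chance gives 10%. No probe passed the adjustment with 3 arrays each, which does not show that the groups do not differ.

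Probes named as negative controls gave calls too. Of 15 such probes, 5 were up-regulated and 2 down-regulated in I/R vs N, 2 and 5 in IPO vs I/R, and 0 were called in IPO vs N. After quantile normalization their median log2 signal was 2.10 on I/R 1 and 2.49 on I/R 2, and between 0.96 and 1.52 on the other 7 arrays. These probes were not filtered on their signal.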
